A study of Mus musculus with 10 samples. Its data were reported in "HIRA-mediated H3.3 deposition preserves hepatocyte cell identity during liver aging" (2026).

How the data were processed

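RNA from whole livers of 10 male mice was measured by poly(A) RNA-seq. H3.3 is a histone H3 variant that is encoded by H3f3a and H3f3b, and both genes were floxed in the animals meant to lose it, so that Cre recombinase removes them. Cre was carried by AAV8, an adeno-associated virus that reaches the liver, under the hepatocyte promoter Tbg. The H3.3 KO group held 4 floxed mice that received AAV8-Tbg-Cre. The first control group held 3 wild-type mice that received the same virus (WT Cre controls). The second held 3 floxed mice that received AAV8-Tbg-MCS, a vector without Cre (MCS controls). The mice were injected at 6 months of age and the livers were taken 3 weeks later. The genotype field of the labels reads HIRA for the floxed animals, whereas the titles and the series text name H3f3a and H3f3b. The groups follow the titles, and Hira was therefore reported beside the targeted genes.

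The authors trimmed the reads, aligned them with STAR to the mouse genome build mm10 and counted reads per gene with HOMER. The deposited table of counts holds whole numbers for 55421 gene identifiers in 10 columns, without normalization. The authors also deposited a table of FPKM values (fragments per kilobase of transcript and per unit of library depth) for the same genes and samples, and the labels do not state the tool behind it. The FPKM table had 268042 blank cells, of which 931 belonged to genes with at least 10 counts in that sample, and it listed values in 58427 cells with 0 counts. Blank cells were read as 0. The strand setting and the handling of reads with several matches were not stated. Genes of multigene families (Mup, Cyp2, Cyp3, Gstp, Serpina, Saa, Ces and immunoglobulins), pseudogenes, and genes that overlap another gene are therefore uncertain, since reads could be split between them or shared. All 10 count columns were assigned to a sample and all identifiers named a gene. Of the identifiers, 55240 were found in GENCODE release M21 (mm10), which gave coordinates and gene types. Symbols were shared by 117 identifiers beyond the first, and identifiers were kept apart.

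The columns of both tables name a sample only as control or as KO, each with a number. KO columns were matched to the replicate numbers in the titles. Control columns 1 to 3 were matched to the WT Cre controls and 4 to 6 to the MCS controls by the number in the library names. The comparison of KO with all 6 controls does not depend on that match. Every value given for one kind of control, and the replicate block, rests on it.

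Genes with at least 10 counts summed over the 10 samples were kept, as in the study, which left 22449 of 33924 genes with any count. The main test was the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) on the deposited counts, with TMM normalization, robust dispersion estimates and no covariates. It was two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Differentially expressed genes (DEGs) had an adjusted p under 0.05 and an absolute log2 fold change over 1. The number at an adjusted p under 0.05 alone is also given. Standard errors (SE) are the log2 fold change divided by the square root of F. KO was compared with the 6 pooled controls in a fit of 2 groups. Fits of all 3 groups with a shared dispersion compared KO with each kind of control and the WT Cre with the MCS controls. Expression per sample is given as CPM, that is counts scaled to the TMM-adjusted library size, and for log2 values a prior count of 2 was used. Groups are described by mean ± SD. Single values per sample were compared by two-sided exact permutation tests over all splits of the samples. With 4 against 6 samples there are 210 splits, and the smallest p is 0.00476. A group whose libraries all had 3 counts or fewer was treated as at the floor. Shares given for a single sample have 95% Wilson intervals, which cover counting error only, since PCR copies are not independent molecules.

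The study scored liver identity by GSVA on a signature that was not used here. In its place a list of 80 hepatocyte genes was written down, and its GSVA score was computed with gseapy 1.3.1 on log2(CPM + 1). This list and 18 further lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, adjusted over the 19 lists. The others were HNF4A targets, fatty acid metabolism, cholesterol synthesis, RNA splicing, nuclear transport, proteasome, p53 targets, cell cycle, cholangiocyte, stellate cell and fibrosis, Kupffer cell, endothelial, lymphoid, H3.3 deposition, pericentral, periportal, unfolded protein response and histone genes. Another 9 lists were added after the first results were seen and were tested only by permutation of the list mean. They were plasma cell, B cell, T cell, neutrophil, red blood cell, female-biased, male-biased, acute phase and sex chromosome genes. Principal components were computed on the 1000 most variable genes.

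The groups, main tests, the first 19 lists, the rule for naming genes and the alternatives, except the permutation of the list means, were fixed before the data were examined. The genes named are H3f3a, H3f3b and Hira, then the 6 highest and the 6 lowest DEGs by log2 fold change whose 4 KO values lay beyond all 6 controls. These needed a mean log2 CPM of at least 3 and a symbol other than a Gm number or a Rik clone. The rule added 16 markers that the study names, and for the controls the 3 DEGs with the smallest adjusted p in each direction, of which 1 is not reported here. The alternatives were DESeq2 1.42.0, limma voom, limma on log2(FPKM + 1) and log2(FPKM + 0.1), glmTreat, a fit of all 3 groups or of the compared groups alone, RLE factors, library size only, and TMM without the 50 most abundant genes. All genes with at least 1 count, filterByExpr, the replicate number as a block, and leaving out each sample in turn were also tried. For the lists fry and an estimated correlation were used, and the permutation of the list means was added after the data were seen.

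The tests were checked on simulated counts for 22449 genes with 200 genes changed. All changed genes were well covered and had absolute log2 fold changes over 1, and calls used the adjusted p alone. Recovery of weaker changes or of low genes was not checked. With 4 against 6 samples 190 (95%) were recovered, 13 calls (6.4%) were not changed genes, and data with no effect gave 0 calls and 884 genes at an unadjusted p under 0.05. With 3 against 3 samples 177 (88.5%) were recovered. The median absolute error of the log2 fold change was 0.12. On a simulated list of 40 raised genes camera gave a p of 1.44e-38, and on an unchanged list it gave 0.805. Simulated genes were drawn independently, whereas the estimated inter-gene correlation of the real lists ran from 0.0513 to 0.809. The check therefore cannot judge the preset correlation. The score step was run on 4000 simulated genes, where a lowered list gave a difference of -1.07 (exact permutation p of 0.00476) and an unchanged list gave -0.031 (p of 0.429). Scores and permutation tests used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and the plots used matplotlib 3.10.9. The chromatin data and the HIRA KO samples of the study were not analysed here.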

Results

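The transcriptome of 10 male mouse livers was measured by poly(A) RNA-seq, 3 weeks after AAV8 injection at 6 months of age. The livers fell into 4 H3.3 KO, 3 WT Cre controls and 3 MCS controls. Total counts were 24570637, 23153498 and 24596746 in WT Cre controls 1 to 3. They were 26096141, 24265533 and 20862860 in MCS controls 1 to 3. KO 1 had the lowest total at 14998426, and KO 2 to 4 had 23619487, 21485241 and 23517280. No pair of replicates was a repeated library, since their counts differed by 13.1 to 126 times the sampling noise (chi-square per degree of freedom). The TMM factors ran from 0.858 to 1.02 in the controls and from 1.02 to 1.11 in KO. Alb took 9.18% ± 0.538 (SD, n = 6) of the counts in the controls and 7.44% ± 0.433 (SD, n = 4) in KO. The 50 most abundant genes took 36.4% ± 1.28 (SD, n = 6) and 35.2% ± 0.592 (SD, n = 4). The first principal component held 74.2% of the variance and parted all KO livers (22.1 to 66.5) from all controls (-40.9 to -33.3). No batch or date was given in the labels, so none could be tested.

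The KO itself was examined first. H3f3a (ENSMUSG00000060743.12) lies on the minus strand of chromosome 1 at 180800832 to 180813943 (mm10), where Gm17275 and H3f3aos overlap it on the other strand. Its expression fell from 62.1 ± 1.59 CPM (SD, n = 6) in the controls to 17.4 ± 1.66 CPM (SD, n = 4) in KO, which is 28.1% of the control mean. The log2 fold change was -1.83 (SE 0.0883, edgeR adjusted p of 3.5e-08). In KO 1 to 4 H3f3a stood at 25.8%, 30.2%, 25.7% and 30.6% of the control mean, from 246 to 497 counts against 1092 to 1564 in the controls. H3f3b (ENSMUSG00000016559.14) lies on the minus strand of chromosome 11 at 116021912 to 116027962. It fell from 160 ± 24.1 CPM (SD, n = 6) to 50.5 ± 7.4 CPM (SD, n = 4), with a log2 fold change of -1.66 (SE 0.139, edgeR adjusted p of 3.62e-06). In KO 1 to 4 it stood at 24.9%, 33.6%, 32.4% and 35.4% of the control mean. For both genes every KO liver lay below every control (two-sided exact permutation p of 0.00476, the smallest that 210 splits can give). The alternative that moved both most was scaling by library size only, with -1.65 for H3f3a and -1.47 for H3f3b. Hira (ENSMUSG00000022702.16, plus strand of chromosome 16 at 18877037 to 18970309) overlaps 3 annotated genes and did not differ, with 7.16 ± 1.14 CPM (SD, n = 6) in the controls and 6.51 ± 0.188 CPM (SD, n = 4) in KO (exact permutation p of 0.376). The log2 fold change of Hira was -0.14 (SE 0.138, edgeR adjusted p of 0.477), and its sign reversed to 0.036 under library size only and to 0.076 and 0.091 on log2(FPKM + 1) and log2(FPKM + 0.1).

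**Figure D1:**
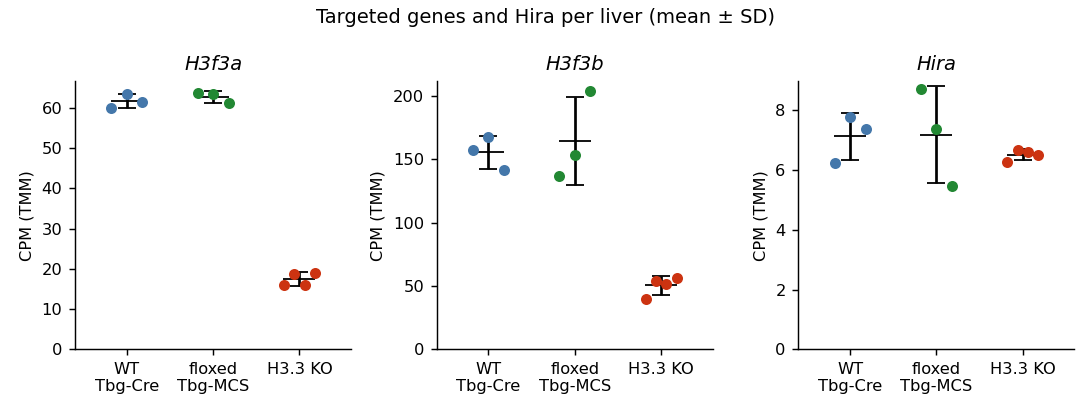
CPM of H3f3a, H3f3b and Hira (vertical axes) in each liver, with points for single livers and bars for the mean ± SD of each group. H3f3a and H3f3b of all 4 KO livers lie below all 6 controls, whereas Hira overlaps between the groups.

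Differential expression was then tested between the 4 KO livers and the 6 controls, which asks how the whole-liver transcriptome changed after loss of H3.3 in hepatocytes. Changes within hepatocytes and changes in the mix of cells are not separated by it. Of 22449 genes tested, 4199 (18.7%) were DEGs. Of these, 2899 were upregulated and 1300 downregulated, so 69% were upregulated. At an adjusted p under 0.05 alone, 8155 genes passed, 4429 higher and 3726 lower. The count of DEGs moved most with limma on log2(FPKM + 1), which gave 1278. Under library size only 3438 genes were upregulated and 898 downregulated, so that 79.3% were upregulated. At an adjusted p alone this scaling put 72.2% of genes higher, against 54.3% with TMM, and it moved the median log2 fold change of all genes by 0.18. Without KO 1 the number of DEGs was 4710. In 2789 DEGs (66.4%) all KO values lay beyond all control values, and chance gives 0.952% of genes. Among all tested genes 5491 (24.5%) were separated in this way.

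The 6 highest genes under the naming rule were led by Scd2 (chromosome 19 at 44293674 to 44306864), which rose from 12.4 ± 3.99 CPM (SD, n = 6) to 1183 ± 245 CPM (SD, n = 4). Its log2 fold change was 6.57 (SE 0.263, edgeR adjusted p of 1.97e-08). The pseudogene Cyp2d41-ps rose from 1.3 ± 0.266 to 120 ± 24.8 CPM (log2 fold change of 6.52, SE 0.176, edgeR adjusted p of 8.73e-11). Bc1, a non-coding RNA gene, rose from 3.89 ± 0.446 to 125 ± 17.3 CPM (log2 fold change of 5.01, SE 0.124, edgeR adjusted p of 5.46e-11). Cyp2a4 followed with a log2 fold change of 4.95 (SE 1.32, edgeR adjusted p of 0.0189), and its control values were wide (27.5 ± 43.7 CPM). By the match of columns by number, its mean was 53.3 CPM in the WT Cre and 1.75 CPM in the MCS controls. Gstp2 rose by a log2 fold change of 4.92 (SE 0.457, edgeR adjusted p of 5.61e-05), but by only 0.71 on log2(FPKM + 1), the alternative that moved a named gene most. Saa3 rose by 4.08 (SE 0.521, edgeR adjusted p of 0.00039). Cyp2d41-ps, Cyp2a4, Gstp2 and Saa3 have close paralogs, so their counts are uncertain, and Scd2 overlaps the small RNA gene Mir5114.

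The 6 lowest genes were led by the pseudogene Serpina4-ps1, with a log2 fold change of -6.66 (SE 1.23, edgeR adjusted p of 0.00327). Ces3b (chromosome 8 at 105083753 to 105093929) fell from 395 ± 208 CPM (SD, n = 6) to 5.04 ± 2.81 CPM (SD, n = 4), with a log2 fold change of -6.29 (SE 0.641, edgeR adjusted p of 9.36e-05). Mup17 (-6.06, SE 1.31, edgeR adjusted p of 0.0073) and Mup15 (-5.2, SE 1.27, edgeR adjusted p of 0.0128) fell as well, and both lost significance with voom (adjusted p of 0.0599 for Mup17 and 0.0665 for Mup15). Over all alternatives the adjusted p ran from 6.38e-10 to 0.0733 for Mup17 and from 1.21e-06 to 0.0695 for Mup15. By the match of columns by number, mean Mup17 was 15.2 CPM in the WT Cre and 179 CPM in the MCS controls. Mean Mup15 was 15.5 and 156 CPM there, so the size of both falls depends on the kind of control. Mfsd2a (chromosome 4 at 122946850 to 122961188) fell from 166 ± 47 to 9.12 ± 11.8 CPM (log2 fold change of -4.22, SE 0.816, edgeR adjusted p of 0.00386). Fam13a (chromosome 6 at 58932090 to 59024549) fell from 27.4 ± 4.93 to 1.93 ± 1.11 CPM (log2 fold change of -3.88, SE 0.293, edgeR adjusted p of 4.31e-06). Serpina4-ps1, Ces3b, Mup17 and Mup15 belong to families of close copies, and Fam13a overlaps 3 genes on the other strand, so these counts are uncertain.

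Markers of liver cell types that the study names were examined next. Among hepatocyte genes, Slc10a1 fell from 793 ± 178 to 216 ± 64.3 CPM (log2 fold change of -1.88, SE 0.225, edgeR adjusted p of 5.61e-05). Glul fell by 1.37 on the log2 scale (edgeR adjusted p of 8.14e-05), Apoe by a log2 change of -0.5 (edgeR adjusted p of 0.00888) and Apoa1 by a log2 change of -0.97 (edgeR adjusted p of 0.0232). Apoa1 lost significance without KO 2 (adjusted p of 0.0583) or without KO 3 (adjusted p of 0.0675), and its adjusted p ran from 0.00123 to 0.102 over all alternatives. Apoe lost it on log2(FPKM + 1) (adjusted p of 0.0917, range 3.25e-05 to 0.0917). Hnf4a stood at 731 ± 184 and 499 ± 185 CPM and did not pass (log2 fold change of -0.55, SE 0.227, edgeR adjusted p of 0.0763). It passed without KO 4 (log2 fold change of -0.84, adjusted p of 0.0048), and over all alternatives its adjusted p ran from 0.0048 to 0.845. The upper end comes from the FPKM table, where Hnf4a is blank in 7 livers that have 9502 to 20188 counts of it, so those alternatives measure missing cells. Without them the highest adjusted p of Hnf4a was 0.234. Serpina6 did not pass against the pooled controls (log2 fold change of -0.31, edgeR adjusted p of 0.294). By the match of columns by number, the kinds of control differed for it. Serpina6 was lower in all 4 KO livers (at most 258 CPM) than in the WT Cre controls (286 to 340 CPM; log2 fold change of -0.58, edgeR adjusted p of 0.0409), and overlapped the MCS controls (175 to 228 CPM; log2 fold change of 0.028, edgeR adjusted p of 0.932). Hnf4a and Glul overlap other annotated genes and Serpina6 has close paralogs, so these counts are uncertain.

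Of the biliary markers, Sox9 rose by 1.32 on the log2 scale (SE 0.224, edgeR adjusted p of 0.000645). Spp1 (0.22, edgeR adjusted p of 0.263), Krt19 (-0.38, edgeR adjusted p of 0.495) and Epcam (1.43, edgeR adjusted p of 0.0709) did not pass. Krt19 reversed its sign without WT Cre control 3 (0.051, adjusted p of 0.914, range over alternatives 0.289 to 0.914). Epcam passed with DESeq2 (1.45, adjusted p of 0.0185), with filterByExpr (1.44, adjusted p of 0.0486), and without KO 2 (1.75, adjusted p of 0.0259) or KO 3 (1.7, adjusted p of 0.0459). Without KO 4 its log2 fold change was 0.17 (adjusted p of 0.653), and its adjusted p ran from 0.0185 to 0.695. The stellate cell and fibrosis genes Col1a1 (3.13, edgeR adjusted p of 1.53e-07) and Col1a2 (2.47, edgeR adjusted p of 1.46e-07) rose, from 7.05 ± 1.6 to 61.9 ± 13.4 CPM for Col1a1. The Kupffer cell genes Cd5l (1.74, edgeR adjusted p of 8.54e-05) and C1qa (1.47, edgeR adjusted p of 6.85e-05) and the leukocyte gene Ptprc (2.06, edgeR adjusted p of 0.000236) rose too. The endothelial gene Lyve1 did not pass (0.68, edgeR adjusted p of 0.0905). It passed without MCS control 3 (0.87, adjusted p of 0.0252) or without KO 1 (0.86, adjusted p of 0.0423). Lyve1 also passed under library size only (0.89, adjusted p of 0.0272), within a range of 0.0252 to 0.414. Spp1, Col1a2 and Ptprc overlap other annotated genes on the same strand, so their counts are uncertain.

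The kinds of control answer different questions, since WT Cre controls share the virus with KO and MCS controls share the genotype. Their values here rest on the match of the control columns to libraries by number. Against the WT Cre controls 3566 genes were DEGs (2369 up and 1197 down), and against the MCS controls 3926 were (2682 up and 1244 down). Upregulation in both comparisons was found for 1901 genes and downregulation in both for 769. Opposite directions were found for 2 genes that were up and 2 that were down against the WT Cre controls. Across genes, which are not independent replicates, the log2 fold changes of the comparisons correlated with a Pearson r of 0.835. On differences of mean log2(CPM + 1) the r was 0.886. Since the comparisons share the KO livers, unchanged groups simulated 20 times gave a mean r of 0.428 and at most 0.46 on that measure. The r of 0.835 moved most with filterByExpr, to 0.897.

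Between the WT Cre and the MCS controls 144 genes were DEGs, 67 higher and 77 lower in the WT Cre controls, and 208 passed the adjusted p alone. These values rest on the same match by number. The count moved most with DESeq2, which gave 314 DEGs. It was 76, 78 and 66 without WT Cre control 1, 2 and 3, and 82 and 85 without MCS control 2 and 3. Without MCS control 1 it was 117. Papss1 (chromosome 3 at 131564768 to 131643671) had 18.9 ± 0.998 CPM (SD, n = 3) in the WT Cre and 4.78 ± 0.242 CPM (SD, n = 3) in the MCS controls (log2 fold change of 1.99, SE 0.139, edgeR adjusted p of 9.69e-05). Slc1a4 (2.06, edgeR adjusted p of 0.000141) and Cyp4b1 (1.76, edgeR adjusted p of 0.000626) were higher in the WT Cre controls as well. The processed pseudogene Gm6969 (-2.28, edgeR adjusted p of 0.000141) and Mup13 (-3.14, edgeR adjusted p of 0.000785) were lower. Gm6969, Mup13 and Cyp4b1 have close copies, and Papss1 overlaps another annotated gene, so their counts are uncertain.

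Hepatocyte identity was scored by GSVA on the list of 80 genes, all of which were tested. The score was -0.397 ± 0.217 (SD, n = 4) in KO and 0.288 ± 0.294 (SD, n = 6) in the controls. The difference of -0.685 was larger than the spread between livers (two-sided exact permutation p of 0.0143 over 210 splits). Among the alternatives on the same scale, leaving out KO 1 moved it most, to -0.77 (exact permutation p of 0.0238, range over all alternatives 0.00476 to 0.0741). ssGSEA scores have another scale, and by them KO was lower as well (exact permutation p of 0.00476). The scores of KO 1 to 4 were -0.0961, -0.398, -0.499 and -0.596. The WT Cre controls scored 0.0372 ± 0.16 (SD, n = 3) and the MCS controls 0.539 ± 0.0475 (SD, n = 3), again by the match of columns by number. KO 1 lay above the lowest WT Cre control (-0.138). KO differed by -0.936 from the MCS controls (exact permutation p of 0.0286, the smallest of 35 splits), but the difference of -0.435 from the WT Cre controls did not pass (exact permutation p of 0.0857). That holds for GSVA only. By the mean of centred log2(CPM + 1) and by ssGSEA all 4 KO livers lay below all WT Cre controls (differences of -0.516 and -0.565, exact permutation p of 0.0286 for both, 0.0429 adjusted over 3 tests). By GSVA the WT Cre controls lay -0.501 from the MCS controls, with an exact permutation p of 0.1, the smallest that 3 against 3 samples allow. By ssGSEA this difference was 0.0233 (exact permutation p of 0.8), so it did not hold there. By the mean of centred log2(CPM + 1) it was -0.27 (exact permutation p of 0.1). Adjusted over these 3 tests of the GSVA score, p was 0.0857 for KO against the MCS controls and 0.1 for the other two.

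**Figure D2:**
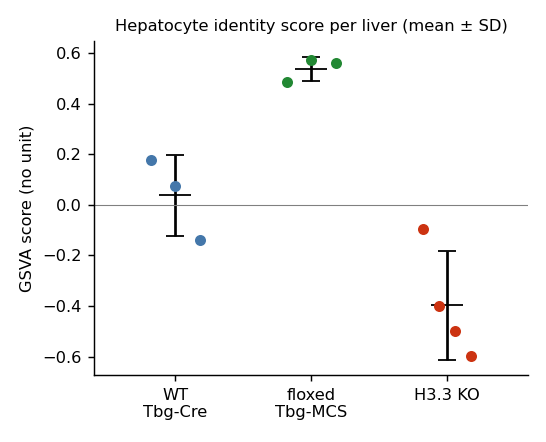
GSVA score of the 80 hepatocyte identity genes (vertical axis, no unit) for each liver by group, with the mean ± SD of each group. KO livers lie from -0.596 to -0.0961, the WT Cre controls from -0.138 to 0.177 and the MCS controls from 0.484 to 0.571.

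All 19 gene lists were then tested between KO and the 6 controls, and 13 passed camera after adjustment, 7 higher and 6 lower. Of 100 splits of the samples into 4 and 6, the real one included, 8 gave 13 or more lists. The alternative that moved this count most was an estimated inter-gene correlation, under which 0 lists passed and 2 had an unadjusted p under 0.05. Under fry 12 lists passed. It lost cholesterol synthesis (adjusted p of 0.0928) and endothelial genes (adjusted p of 0.0834), gained pericentral genes (adjusted p of 0.0133), and kept the other 11. Stellate cell and fibrosis genes had a median log2 fold change of 1.52 (adjusted p of 3.26e-13), with 24 of 26 genes higher at an adjusted p under 0.05, and 25 differed when adjusted over the list alone. Kupffer cell genes had a median of 1.7 (adjusted p of 9.36e-12), with 20 of 20 genes higher and 20 adjusted over the list alone. Cell cycle genes had a median of 1.42 (adjusted p of 3.13e-11), with 34 of 40 higher and 37 adjusted over the list alone. Lymphoid genes had a median of 1.82 (adjusted p of 4.74e-06), with 16 of 20 higher and 17 adjusted over the list alone. The median of p53 targets was 0.68 (0.62 with 1 gene set to its bound at the floor, adjusted p of 0.00473), with 15 of 34 higher and 23 adjusted over the list alone. In each of these 5 lists the mean of all 4 KO livers lay above all 6 controls.

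Endothelial genes rose by a median of 0.32 (adjusted p of 0.0118), with 6 of 20 higher and 4 adjusted over the list alone. Without KO 4 the median was 0.16 and the list lost significance (adjusted p of 0.125, range over alternatives 0.00317 to 0.621). Cholangiocyte genes rose by 0.44 (adjusted p of 0.0391), with 7 of 19 higher and 8 adjusted over the list alone. They lost significance without MCS control 1 (0.0566), 2 (0.0642) or 3 (0.0789), and without KO 1 (0.0847), KO 3 (0.0576) or KO 4 (0.0755), within a range of 0.00811 to 0.457. They also lost it under library size only (0.0784). Under library size only the cholangiocyte genes lost significance as well (adjusted p of 0.0784). Without KO 4 the median of the cholangiocyte genes was 0.25.

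Among the lower lists, hepatocyte identity genes had a median of -0.51 (adjusted p of 3.55e-10), with 47 of 80 lower and 3 higher at an adjusted p under 0.05, and 54 adjusted over the list alone. HNF4A targets had -0.63 (adjusted p of 6.21e-05), with 18 of 30 lower and 22 adjusted over the list alone. Fatty acid metabolism had -0.57 (adjusted p of 6.94e-08), with 24 of 40 lower and 28 adjusted over the list alone. Proteasome genes had -0.25 (adjusted p of 0.000467), with 19 of 34 lower and 20 adjusted over the list alone. They stood at -0.07 and lost significance under library size only (adjusted p of 0.0755, range 0.00016 to 0.461). Periportal genes had -0.54 (adjusted p of 0.0118), with 11 of 20 lower and 14 adjusted over the list alone. Cholesterol synthesis had -0.38 (adjusted p of 0.0118), with 11 of 25 lower and 11 adjusted over the list alone, and without KO 4 it lost significance (adjusted p of 0.0755, range 0.000607 to 0.621).

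Another 6 lists did not pass. Pericentral genes had a median of -0.56 (adjusted p of 0.0631), with 9 of 20 lower and 12 adjusted over the list alone. They passed without WT Cre control 3 (adjusted p of 0.0485) or without KO 1 (adjusted p of 0.0365). Pericentral genes also passed under library size only (adjusted p of 0.0254), within a range of 0.0133 to 0.505. RNA splicing genes had 0.012 (adjusted p of 0.795), with 3 of 51 higher, 6 lower and 9 adjusted over the list alone. The sign of that median reversed without WT Cre control 1 or 3, MCS control 3 or KO 2, the lowest being -0.033. Nuclear transport genes had 0.066 (adjusted p of 0.921), with 8 of 52 higher, 9 lower and 17 adjusted over the list alone. Under library size only the medians of RNA splicing and nuclear transport genes were 0.19 and 0.25, and neither list passed. H3.3 deposition genes had 0.032 (adjusted p of 0.688), with 2 of 13 adjusted over the list alone. That list also holds Chaf1a and Chaf1b of the CAF-1 complex, which the study assigns to deposition during DNA replication. Histone genes had 0.21 (adjusted p of 0.795), with 2 of 20 higher, 5 lower and 7 adjusted over the list alone. Despite the positive median, camera and fry both gave the direction of the histone list as lower (fry adjusted p of 0.069). The list holds the deleted genes H3f3a and H3f3b, which were its 2 downregulated DEGs. That direction therefore cannot be read as a change of the other histone genes. Unfolded protein response genes had -0.0085 (adjusted p of 0.688), with 9 of 25 adjusted over the list alone. Their sign reversed under RLE (0.013), library size only (0.17) and filterByExpr (0.0081), and also without MCS control 3, KO 1 or KO 2, up to 0.063.

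**Figure D3:**
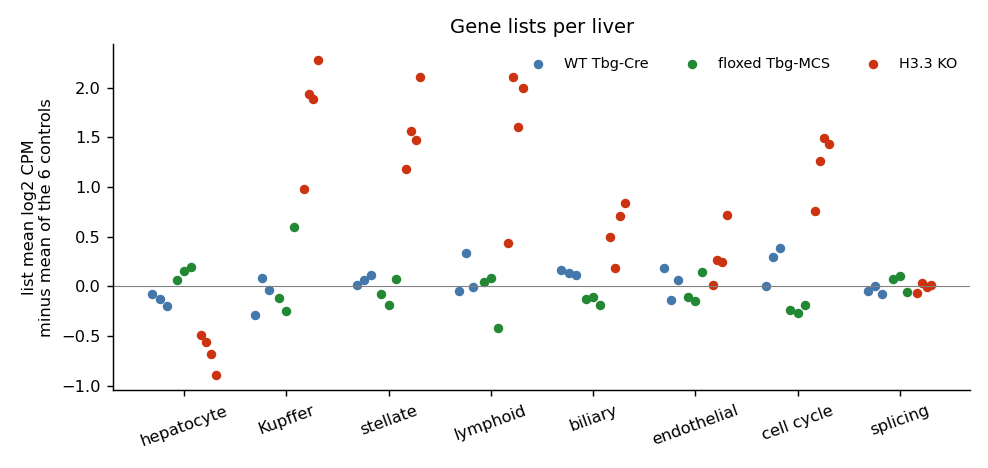
Mean log2 CPM of 8 gene lists in each liver, minus the mean of the 6 controls (vertical axis, log2), with points for single livers of the WT Cre, MCS and KO groups. Kupffer, stellate and cell cycle genes of all 4 KO livers lie above the controls and hepatocyte identity genes below them, while splicing genes stay near 0.

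Finally, the control expression level of the changed genes was examined, since the study asked the same of downregulated genes after HIRA loss. The median upregulated DEG lay at percentile 34.8 of all tested genes by its mean log2 CPM in the controls, and the median downregulated DEG at 50.7. At an adjusted p alone these were 46.9 and 72.3. The percentile of upregulated DEGs moved most with filterByExpr, to 19.8, since that filter removes low genes from the ranking. In deciles of mean expression over all 10 samples, upregulated DEGs were 22.5% of the genes in the fifth decile and 3.56% in the top decile. Downregulated DEGs were 9.71% and 7.13% there. The mean log2 CPM of the top decile differed by -0.18 between KO and controls, against an SD of 0.0722 (n = 4) in KO and 0.0443 (n = 6) in the controls. This gave an exact permutation p of 0.00476, or 0.00595 adjusted over 10 deciles. Under library size only the difference was -0.0046 (exact permutation p of 0.881) and on FPKM it was -0.026 (exact permutation p of 0.5), so it did not hold under either. Among the 100 most abundant genes 46 were lower and 10 higher at an adjusted p under 0.05, with a median log2 fold change of -0.39.

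**Figure D4:**
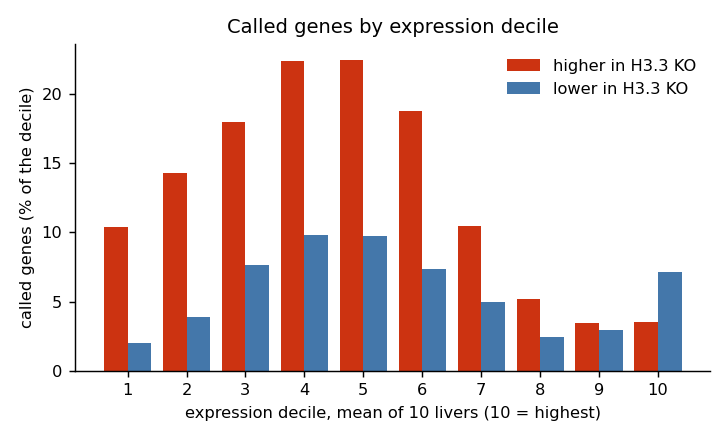
Share of the genes in each expression decile (horizontal axis, 1 lowest and 10 highest) that were upregulated or downregulated DEGs in KO (vertical axis, percent). Upregulated DEGs peak at 22.5% in decile 5, and in decile 10 downregulated DEGs (7.13%) outnumber upregulated ones (3.56%).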

Values the study reported

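The study reported 8,192 differentially expressed genes in H3.3 KO livers at 3 weeks, against 617 in HIRA KO. Of 336 genes that rose in HIRA KO, it found 221 that also rose in H3.3 KO, and of 281 that fell it found 160. It gave a correlation of r = 0.732 between the fold changes of the 2 knockouts over the genes that changed in HIRA KO.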

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

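Tests of incomplete deletion in KO 1 and of biliary cells in KO 4 were chosen only after the result was seen, whereas the test of depth in KO 1 was written before. In 63 sets of KO values, 5 had a sample set apart from the other 3 by a gap that chance gives in about 1 of 20 sets, which comes to 3.1 sets. Of the 5, 3 were values of KO 1.

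KO 1 lay at 22.1 on the first principal component, between the controls (-40.9 to -33.3) and KO 2 to 4 (64.8 to 66.5). Mfsd2a stood at 26.7 CPM in KO 1 and at 1.56 to 5.13 CPM in KO 2 to 4, and Fam13a at 3.58 CPM against 1.26 to 1.54 CPM. KO 1 also had the smallest library. Its depth may have moved it, so KO 2 to 4 were thinned to its depth, while the controls were left as they were. The lowest of KO 2 to 4 still lay at 64.4 on that component and KO 1 at 22.8, which argues against depth. Incomplete deletion or control tissue in the sample could have the same effect. If so, H3f3a and H3f3b should be raised in KO 1 as far as other strongly lower genes were. Genes that fell strongly in KO 2 to 4 (62 genes) stood 18% of the way back to the controls in KO 1, which would put H3f3a at 41.6% and H3f3b at 45.7% of the control mean. They stood at 25.8% and 24.9%, no higher than in KO 2 to 4 (25.7% to 30.6% for H3f3a and 32.4% to 35.4% for H3f3b). Whole liver also holds H3f3a and H3f3b of cells other than hepatocytes, where the Tbg promoter does not drive Cre. KO 1 had less of such cells by Ptprc (15.05 CPM, against 28.78 to 37.75 CPM in KO 2 to 4). The mean log2 CPM of its Kupffer list was lower too (4.6, against 5.504 to 5.896). That could hide a rise of both genes, so the test cannot exclude a mixture or incomplete deletion. Genes that rose strongly in KO 2 to 4 (159 genes) stood 69.6% of the way back to the controls in KO 1, so the shortfall was not an even one. In the same calculation for each of KO 2 to 4 the shares ran from -6.36% to 0.893%. A later start of the response, or a difference between animals, stays open and was not tested.

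Epcam stood at 12.3 CPM in KO 4 and at 1.34 to 2.54 CPM in KO 1 to 3. The controls had 1.69 ± 0.374 CPM (SD, n = 6). More biliary cells in that piece of liver could raise it. The mean log2 CPM of the other biliary markers was 1.69 in KO 4 and 1.45, 1.17 and 1.69 in KO 1 to 3. KO 3 thus had as much without a rise of Epcam. A first version of the test used Krt19, which was highest among the KO livers in KO 4 (1.34 CPM, against 0.514 to 1.1 CPM in KO 1 to 3), and so was Krt7 (1.38 CPM, against 0.435 to 0.977 CPM). Krt19 stood above 5 of the 6 controls (0.727 to 1.12 CPM) and below WT Cre control 3 (2.82 CPM). Sox9 was lowest among the KO livers in KO 4 (7.23 CPM, against 12.85 to 17.98 CPM in KO 1 to 3). Spp1 in KO 4 (42.8 CPM) lay within the range of KO 1 to 3 (38.4 to 51.3 CPM). Krt19 and Krt7 lie near the floor, and the markers went different ways in KO 4. With 1 liver, more biliary cells in KO 4 and expression of Epcam in other cells both stay open.

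The mitochondrial transcripts took 5.34% of the counts in KO 2 (95% Wilson interval 5.33% to 5.34%) and 5.12% to 5.15% in KO 1, 3 and 4. The controls had 6% ± 0.45 (SD, n = 6), so all KO livers lay below the control mean and the gap of KO 2 was smaller than the spread of the controls. The interval covers counting error only. No explanation was tested for it.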

How the results depend on the processing

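The 34 named genes other than H3f3a, H3f3b and Hira were recomputed 690 times in all under the alternatives, and 665 results kept their direction and their side of the threshold, while 15 became weaker, 9 stronger and 1 reversed. H3f3a (from -1.88 to -1.65) and H3f3b (from -1.73 to -1.47) passed under each alternative run. The sign of Hira, which passed under none, reversed on log2(FPKM + 1) to 0.076, on log2(FPKM + 0.1) to 0.091 and under library size only to 0.036. Krt19 ran from -0.601 to 0.051 over the fits that each left out 1 sample, the highest being without WT Cre control 3. The cause was not tested for these.

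The number of DEGs between KO and all controls, 4199, ran from 1278 to 4710. It was 1278 with log2(FPKM + 1), where the pseudocount shrinks the fold changes of low genes, and 1464 with glmTreat, which tests against the threshold itself. These gave 940 and 1157 upregulated genes in place of 2899, and 338 and 307 downregulated ones in place of 1300. With log2(FPKM + 0.1) 709 genes were downregulated. DESeq2 called 3976 genes, of which 3849 were among the 4199, and 2818 genes were called in each of the fits that left out 1 sample. At an adjusted p alone the count of 8155 ran from 6311 to 9077. Of 75 recomputed totals of DEGs, over all 4 comparisons, 13 moved by more than 1.5 times, and so did 37 of 224 counts by direction or at an adjusted p alone.

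Against the WT Cre controls log2(FPKM + 1) gave 1131 DEGs (768 up and 363 down) in place of 3566 (2369 and 1197). Against the MCS controls it gave 1379 (1041 and 338) in place of 3926 (2682 and 1244), where log2(FPKM + 0.1) gave 648 downregulated genes and library size only 790. Between the kinds of control the 144 DEGs (67 higher and 77 lower) became 314 (145 and 169) with DESeq2, 95 with log2(FPKM + 1), of which 49 were lower, and 273 (141 and 132) in a fit of the 6 controls alone. Library size only gave 116 higher genes there. Fits that each left out 1 sample gave 66 to 117. At an adjusted p alone the 208 genes became 643 with DESeq2, 654 in the fit of the controls alone and 315 with all genes that had at least 1 count, and fell to 70, 83 and 86 without WT Cre control 3, 1 and 2, and to 94 and 95 without MCS control 2 and 3. The cause was not tested. The correlation between the comparisons with each control, 0.835, became 0.897 with filterByExpr, which removes low genes, and ran from 0.798 to 0.858 when 1 sample was left out.

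The gene lists were recomputed 342 times, and 296 results stayed on their side, while 30 became weaker, 6 stronger and 10 reversed. With an estimated correlation 0 of the 13 lists passed after adjustment and 2 of 19 had an unadjusted p under 0.05. The permutation of list means, added after the data were seen, also gave 13 lists but not the same ones. It lost cholesterol synthesis (adjusted p of 0.0845, range 0.000607 to 0.621) and endothelial genes (0.0582, range 0.00317 to 0.621), and gained H3.3 deposition (0.0487, range 0.0487 to 0.918) and pericentral genes (0.0377, range 0.0133 to 0.505). The H3.3 deposition list also holds Chaf1a and Chaf1b, so its rise cannot be credited to H3.3 chaperones alone. The median of unfolded protein response genes reversed to 0.013 with RLE, to 0.17 under library size only and to 0.0081 with filterByExpr, and ran from -0.105 to 0.063 over the fits that left out 1 sample. RNA splicing genes ran from -0.033 to 0.035 over those fits. Both medians lie near 0, so a small shift reverses them. Under library size only, which moved the median of all genes by 0.18, RNA splicing genes stood at 0.19 (adjusted p of 0.214, range 0.214 to 0.999) and nuclear transport genes at 0.25 (adjusted p of 0.195, range 0.195 to 0.999).

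The percentile of the upregulated DEGs, 34.8, was 36.2 under library size only, 19.8 with filterByExpr, 28.1 on FPKM and 39.8 by the level over all 10 samples, and ran from 34.7 to 36.1 when 1 sample was left out. For downregulated DEGs the 50.7 became 40.1 with filterByExpr, 53.9 on FPKM and 45.8 over all 10 samples, and ran from 50.5 to 53.2. Ranking by all 10 samples moves the groups towards each other because it includes the KO values. The top decile differed by -0.0046 under library size only (exact permutation p of 0.881) and by -0.026 on FPKM (exact permutation p of 0.5), so its lower level depends on the scaling.

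The groups share replicate numbers, and whether these pair the samples was checked by the correlation of their deviations from the group means. It ran from 0.0326 to 0.0518 between the kinds of control, from -0.0151 to 0.0351 between WT Cre and KO and from -0.0242 to 0.0809 between MCS and KO, so the samples share only a number. Number 4 exists only in KO, so the block also takes KO 4 out of the comparison with the controls. With the replicate number as a block 3335 genes were called, of which 3141 were among the 4199, and without KO 4 alone 3492 were. The block gave 221 DEGs between the controls in place of 144 (118 higher in place of 67, and 386 in place of 208 at an adjusted p alone), and the counts against each kind of control moved by less than 1.5 times. The identity score differed by -0.619 with permutation within replicate numbers (exact permutation p of 0.0741, over 27 arrangements). The block changed the calls of Cyp2a4 (adjusted p of 0.0587), Mup17 (0.0733), Mup15 (0.0695), Apoa1 (0.0621) and Hnf4a (0.00599), whose ranges over all alternatives are 0.000186 to 0.0587, 6.38e-10 to 0.0733, 1.21e-06 to 0.0695, 0.00123 to 0.102 and 0.0048 to 0.845. For Hnf4a the upper end is 0.234 without the FPKM alternatives, since its FPKM is blank in 7 samples. It also left cholesterol synthesis (0.0791), cholangiocyte (0.102) and endothelial genes (0.146) without a call, which made 10 lists. Without KO 4 alone, Hnf4a (0.0048) and these lists (0.0755, 0.0755 and 0.125, with ranges of 0.000607 to 0.621, 0.00811 to 0.457 and 0.00317 to 0.621) changed in the same way, so these changes cannot be credited to the block. Cyp2a4 (0.0404), Mup17 (0.0282), Mup15 (0.0316) and Apoa1 (0.0486) kept their calls there. The block changed no other call. The control numbers rest on the match of columns to libraries.

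Depth limits the weakly expressed genes. With every library thinned to the smallest total, 21050 genes passed the count filter in place of 22449 and 3712 were DEGs.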

Other observations

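The main tests and the alternative scalings that this part quotes were fixed before the data were examined. The tests of depth, of blood in the tissue and of a female animal were written before their results. So were those of genes near the floxed alleles and of non-coding genes beside coding ones. All other tests in this part were chosen only after the result was seen.

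Other splits of the samples were drawn to see how often they give as many DEGs. Of 100 splits into 4 and 6 samples (210 exist), only the real one, 1 of 100, reached 4199, and the others gave at most 8. In fits of 2 groups alone the real split was the highest against the WT Cre controls (1 of 35, with 3373 genes) and against the MCS controls (1 of 35, with 3537). The next splits came close, with 3048 and 2803. Each of these put KO 1 with the controls in the group of 4, and KO 2 to 4 formed the group of 3. KO 1 lay between the controls and KO 2 to 4 on the first principal component, so much of the KO difference was kept. Splits that put KO 2, 3 or 4 with the controls instead gave 0 genes against the WT Cre controls and at most 1 against the MCS controls. The median over the splits other than the real one was 0 in both comparisons. Between the kinds of control the real split gave 273 genes and the others at most 1 (1 of 10), but 10 splits cannot give a share under 0.1. At an unadjusted p under 0.05 it gave 3461 genes and the other splits 389 to 1251. For the gene lists 8 of 100 splits gave 13 or more lists, the real one included, and at most 15 in another split. Of the 7 others, 3 had 0 or 3 KO livers in the group of 4 and so kept much of the KO difference, while of the 86 splits with 1 or 2 KO livers there 4 gave as many. The count of 13 lists is therefore weak evidence on its own, and the exact permutation of each list mean carries more weight.

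The number of DEGs here was 4199. That is lower than the value quoted from the study above. The methods of the study state a threshold on the fold change, and whether the quoted value was counted with it could not be checked. The captions of the study also give fewer controls than were pooled here and do not say which. At an adjusted p alone the number here was 8155 against all 6 controls, 6383 against the WT Cre and 7192 against the MCS controls, and with the threshold it was 3566 and 3926 against these.

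More DEGs rose than fell, 69% of them. A scaling of the libraries could shift this share, but it was 70.7% with RLE and 79.3% under library size only. Lower depth in KO could as well, but it was 70.1% (2603 up and 1109 down) with all libraries thinned to the smallest. Length and GC content went with the share, which rose from 51.9% in the first of 5 bins by transcript length to 82% in the last, and from 58.2% to 79.8% over 5 bins by GC content. The first version of this test read only the lowest bin, 51.9%. With trends over both removed from each sample the share was 61% (2481 up and 1588 down), so these trends may account for part of the excess and not for all of it. Length or GC trends can themselves be biological, and that was not tested.

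Markers of Kupffer, stellate and lymphoid cells rose while hepatocyte genes fell. A lower share of hepatocyte RNA may raise all other cell types alike. The Kupffer list however rose more than the endothelial list, by 1.46 log2 CPM (exact permutation p of 0.00476, SD 0.331 in KO and 0.316 in controls), which argues against that as the whole cause. Blood left in the tissue could raise leukocyte genes, but red blood cell genes were not raised (-0.52, exact permutation p of 0.324, adjusted over 9 lists 0.364; 6 of 8 genes reach 5 CPM in the controls), and stayed lower when 1 sample was left out (from -0.845 to -0.271). Neutrophil genes rose by 0.89 and did not pass (exact permutation p of 0.0762, adjusted 0.137; none reaches 5 CPM in the controls), but they passed without MCS control 3 (adjusted 0.0357) or KO 1 (adjusted 0.0429), within a range of 0.0357 to 0.25. More or activated Kupffer, stellate and lymphoid cells remain open, and these data do not separate number from activation. An even dilution of hepatocyte RNA would lower all 80 identity genes by one factor, but their log2 fold changes ran from -2.11 to 1.31 and their squared scatter was 15.5 times that of their standard errors, which argues against it.

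Immunoglobulin genes rose in KO. Their summed CPM was 51.2 ± 15.9 (SD, n = 6) in the controls and 1030 ± 662 (SD, n = 4) in KO (exact permutation p of 0.00476), and 124 of 164 such genes were upregulated DEGs and 1 a downregulated one. These genes share reads, so single ones are uncertain. A single sample rich in such reads could give this, but 4 of 4 KO livers lay above all controls. More plasma cells in the tissue are a candidate explanation. The plasma cell list rose by 2.66 (exact permutation p of 0.00476, adjusted 0.0143, 4 of 4 KO livers above the controls; 4 of its 18 genes reach 5 CPM in the controls and 1 is in another list), and its 10 genes other than immunoglobulins by 1.76 (exact permutation p of 0.00476). They did not rise clearly more than B cell genes (0.771 more, exact permutation p of 0.124), so plasma cells cannot be told apart from B cells as the source. B cell genes rose by 0.991 (exact permutation p of 0.0286, adjusted 0.0644; none of the 12 reaches 5 CPM and 4 are in another list), and passed without MCS control 3 (adjusted 0.0476) or KO 1 (adjusted 0.0429), within a range of 0.0429 to 0.161. T cell genes rose by 1.65 (exact permutation p of 0.00476, adjusted 0.0143, 4 of 4 KO livers above the controls, none of 16 genes at 5 CPM in the controls and 9 in another list). KO 1 had the least, with a summed immunoglobulin CPM of 151 against 937 to 1692 in KO 2 to 4. Jchain stood at 0.717 CPM in KO 1, within the controls (0.607 to 1.83), and at 41.7 to 66.3 CPM in KO 2 to 4, although H3f3a and H3f3b had fallen as far in KO 1.

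Several of the highest and lowest genes differ between female and male livers. Female-biased genes rose by 2.59 (exact permutation p of 0.00476, adjusted 0.0143, 4 of 4 KO livers above the controls). Of 24 tested, 9 reach 5 CPM in the controls and 1 is in another list. Their median log2 fold change was 2.79 with TMM, 2.95 under library size only and 2.17 with 1 gene set to its bound at the floor. Cux2 (log2 fold change of 5.41), Cyp2b10 (3.72) and Cyp17a1 (3.4) were chosen as examples after their values were seen. A general loss of the male pattern may explain this. Male-biased genes however fell by -0.651 without passing (exact permutation p of 0.319, adjusted 0.364), which was the first version of the test (24 of 25 reach 5 CPM in the controls and 1 is in another list), and 6 of them rose at an adjusted p under 0.05, among them Cyp4a12a (1.61) and Cyp2u1 (1.87), while 5 fell, among them Elovl3 (-3.75) and Mup3 (-3.22). When 1 sample was left out, the difference of the male-biased list ran from -0.948 (without WT Cre control 3) to -0.376 (without KO 1). It passed in none of these (lowest adjusted p of 0.143). The pooled value hides a difference between the kinds of control, as far as the columns are matched rightly. The mean log2 CPM of the male-biased list was 7.81 to 8.11 in the MCS controls, 5.58 to 6.59 in the WT Cre controls and 5.6 to 6.88 in KO. Against the MCS controls the list fell by -1.55 (exact permutation p of 0.0286, adjusted 0.0857), with 12 genes lower and 3 higher at an adjusted p under 0.05. Against the WT Cre controls it did not fall (0.249, exact permutation p of 0.486, adjusted 0.579), with 2 genes lower and 8 higher, while the female-biased list rose (2.22, exact permutation p of 0.0286, adjusted 0.129). Of the male-biased genes, 3 rose and 2 fell against both kinds of control. Of the female-biased genes, 14 rose and 1 fell against both. The rise of the female-biased list against the WT Cre controls without a fall of the male-biased one argues against a loss of the male pattern as the whole cause. A loss of part of it relative to the MCS controls, which the WT Cre controls share, stays open. A female animal among the KO samples could raise the female-biased genes in 1 sample, but Y-linked transcripts were at 75.9% of the control mean or more in each KO liver, and Xist had at most 6 counts. Sex chromosome genes as a list did not differ (-0.187, exact permutation p of 0.133, adjusted 0.2; 4 of 5 reach 5 CPM in the controls), and the sign of their median reversed from -0.025 to 0.158 under library size only. Cyp and Mup genes are uncertain because of their copies. A change in the hormone or transcription factor control of part of the female-biased set stays open as a hypothesis.

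Acute phase genes did not pass (0.444, exact permutation p of 0.476, adjusted 0.476), but this rests on MCS control 3. Its mean log2 CPM of the list was 8.16, against 5.32 to 6.12 in the other 5 controls and 6.02 to 7.04 in KO. Without that sample the list rose by 0.85 (exact permutation p of 0.0238, adjusted 0.0429, range 0.0429 to 0.714 when 1 sample was left out), but its genes went both ways. Over all samples their median log2 fold change was -0.581, with 1 gene higher and 4 lower at an adjusted p under 0.05, and without MCS control 3 it was 0.899, with 7 higher and 4 lower. Whether acute phase genes rose in KO is open. Of the genes, 12 of 12 reach 5 CPM in the controls, 1 of them in another list. MCS control 3 also had 1706 CPM of Saa1 against 17.4 to 58.3 CPM in the other 5 and 91.7 CPM of Lcn2. Saa1 has close copies.

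The kinds of control differed in 144 genes, as far as the columns are matched rightly. Genes carried along with the floxed alleles could cause this, but only 6 (4.17%) lay within 10 Mb of H3f3a or H3f3b, against 2.34% of tested genes (two-sided Fisher's exact test, p of 0.155). A p53 response to the Cre virus is a candidate explanation, since the p53 targets were higher in the WT Cre controls by a median log2 fold change of 0.551 (camera p of 2.02e-11, fry p of 0.00243). The median of KO was 0.462 above the WT Cre and 0.87 above the MCS controls. The virus and the genotype both differ between the controls, so the effects of virus and genotype cannot be told apart. In 92 of the 144 genes KO lay nearer to the WT Cre controls and in 52 nearer to the MCS controls.

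Non-coding genes were common among downregulated DEGs, of which 54% were protein coding, against 79.4% of upregulated DEGs and 68.3% of tested genes. Transcription next to or over lower coding genes may explain part of this. Of 596 downregulated non-coding DEGs, 183 (30.7%) lay within 5 kb of a coding gene with lower expression, against 12.8% of other non-coding genes (odds ratio 3.03, two-sided Fisher's exact test, p of 3.29e-27) and 4.22% of upregulated ones. The remaining ones are not explained by it, and genes that overlap could also share reads, since the strand setting was not stated.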
